A study of Mus musculus with 9 samples. Its data were reported in "ST6GalNAc-I regulates tumor cell sialylation via NECTIN2/MUC5AC-mediated immunosuppression and angiogenesis in non–small cell lung cancer" (2025).

How the data were processed

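Gene expression was measured by RNA sequencing in 9 mouse lung samples in 3 groups of 3. Normal is normal lung, KA is lung tumour from mice whose mutant Kras allele was activated by adenoviral Cre recombinase (Ad-Cre), and KPA is lung tumour from mice that carry a mutant Trp53 allele besides. Per the labels, total RNA was extracted with mirVana, poly(A) libraries were sequenced, reads were checked with FastQC and aligned to mm10 with TopHat2 version 2.0.8, and edgeR was used without a stated role. The deposited table holds expected counts per gene, 1 column per library. All values are whole multiples of 1 read divided by 51 (tolerance 1e-06), and 17.2% of the nonzero values are whole. The counting program, its annotation, the strand setting and the rule for reads with several matching places are not given in the sources used here.

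The table has 24260 entries named by gene symbol, 3101 of them at 0 in all 9 libraries. A total of 21 symbols occur more than once, with 29 extra entries, which were kept apart. There are 202 sets of entries with identical nonzero values (1109 entries), among them gene copies, so reads that match several copies appear to be counted at each. Of the genes tested, 59 repeat the values of another. Total counts per library ran from 22895265 to 28534043, and intervals and floors given for single genes cover counting error only.

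Expected counts were rounded to whole numbers. Genes were kept by edgeR's filterByExpr (minimum count 10, minimum total 15), which left 16727 genes holding 99.96% of all counts. Libraries were scaled by TMM, and all 9 were fitted together with 1 mean per group (6 residual degrees of freedom) in edgeR 4.0.16 under R 4.3.3. The quasi-likelihood F test was used for KA against Normal, KPA against Normal and KPA against KA. Genes were called at a Benjamini-Hochberg adjusted p below 0.05 over all genes tested. Standard errors (SE) of log2 fold changes were taken from the F statistic. Abundance is in TMM-scaled CPM, as mean ± SD over 3 libraries. A gene at 0 in all libraries of a group has a fold computed against a floor of 3 counts over the group, written "at least". A gene with 1 to 3 counts in a group has its ratio of pooled counts with a 95% counting interval. Adjusted p-values measure only the spread between these samples, and nothing in the labels says that they came from separate animals.

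Gene lists for lung cell types, tumour pathways, sialic acid and mucin biology were fixed from general knowledge and the study's text. Of these, 46 had at least 3 tested members. The gastrointestinal identity list may share genes with those the study picked from these libraries, so it is not fully independent evidence. Nor are lists that hold genes its text names from these libraries. These are sialyltransferases (St6galnac1), imprinted growth genes (Meg3 and Dlk1), amino acid transport (Slc7a5), neutrophils (Cxcr1) and squamous and keratin genes (Gjb3). The list of 12 mitochondrially encoded genes had none in the table and gave no result. Each list was tested with limma 3.58.1 camera (preset correlation between genes 0.01) on log2 CPM with a prior count of 2, adjusted over all lists and comparisons. Camera with a correlation estimated from the data and fry were run beside it. A list said to be called was called by camera with the preset correlation, unless another test is named. Camera compares a list with all other genes, while fry asks whether its genes move, on balance, one way.

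Named genes follow a rule. It takes the 10 largest rises and falls per comparison among called genes with an average log2 CPM of at least 3 and no overlap between groups, with a minimum of 0 for KPA against KA. It adds the genes the study names, and up to 4 members per list, the called ones with the largest fold change or else the most abundant. Members that moved against their list, Lama3 and a few genes marked in the text were named after their values were seen. A list member named as having risen or fallen kept its call without any 1 library, unless values beside it say otherwise. A printed count of called members is also given without 1 library where that moved it by more than 1.5 times. The groups, the tests, the gene lists, the naming rule and the other settings listed next, except as noted, were set before the data were examined.

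Other settings run were RLE, upper-quartile and library-size scaling, other low-count filters, DESeq2 1.42.0, the edgeR exact test, fits of only the 2 groups compared, the replicate number as a block, Xist as a covariate, other thresholds, a prior count of 0.5, and each library left out in turn. Collapsing identical entries, leaving out both libraries with Xist and leaving St6galnac1 out of its list were added after the data were seen. The pipeline was tested on simulated counts with the same mean in every group, the real library sizes and a spread per gene shared by all groups. To the first group of each comparison 2-fold and 4-fold changes were added. Real KA libraries varied more than Normal ones, so the shares recovered may not hold for these data. For KA against Normal (16576 genes run) the pipeline recovered 18% of 2-fold and 71% of 4-fold changes, with 3 false among 92 calls. For KPA against Normal (16555 genes) the shares were 27.3% and 72.4%, with 4 false among 102, and for KPA against KA (16582 genes) 24.2% and 72%, with 3 false among 99. In each simulated comparison the changed list was called and 0 of 40 random lists were. Simulated genes varied independently, so this does not test lists whose genes move together, as ciliated cell genes do here (estimated correlation 0.973). Positions are those of GENCODE mouse release 21 (GRCm38, the same build as mm10), matched by symbol for 15945 of the genes tested (95.3%).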

Results

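RNA was sequenced from 3 samples of normal mouse lung tissue and from 2 kinds of lung tumour, 3 samples each. KA tumours carry an activated mutant Kras allele, and KPA tumours carry a mutant Trp53 allele as well. Kras encodes a growth-signalling GTPase and Trp53 the p53 tumour suppressor. Total counts were 28534043, 25857515 and 25044011 in Normal 1 to 3, 22895265, 22961137 and 25200433 in KA 1 to 3, and 26151402, 24078804 and 25696282 in KPA 1 to 3.

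The 3 Normal libraries were nearly alike, with correlations of log2 CPM from 0.993 to 0.994. Correlations were 0.970 to 0.979 among KPA libraries and 0.921 to 0.926 among KA libraries. The first principal component held 63.3% of the variance and placed Normal at -97.8 to -94.4, KPA at 14.1 to 48.3 and KA at 100.6, 71.2 and 9.37. KA 2 stood apart on the second component (92.3). Scgb1a1, the main secretory protein of club cells, took 4.43% to 5.57% of counts in Normal libraries and 0.0840%, 0.310% and 1.34% in KA 1, KA 2 and KA 3. Xist, the RNA that silences 1 X chromosome in female cells, had 39238 counts in KA 1 and 24752 in KPA 2, and 17 to 35 in the other 7 libraries.

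**Figure D1:**
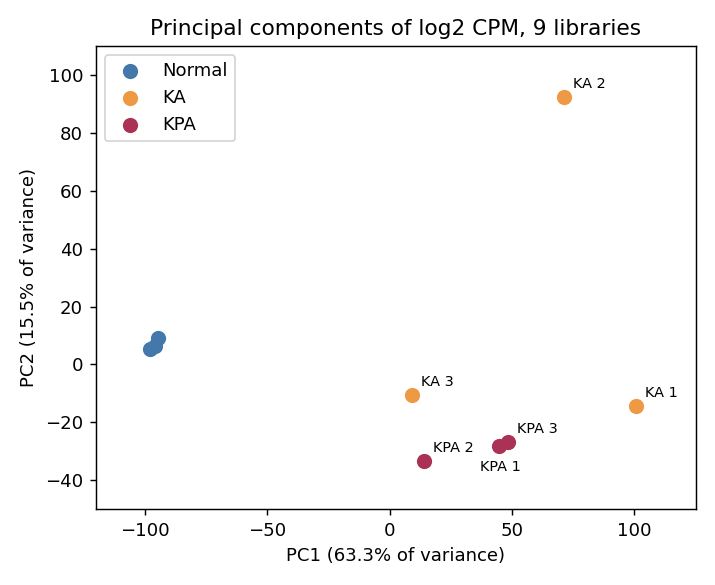
Principal components of log2 CPM for the 9 libraries, coloured by group, with the percent of variance on each axis. Normal libraries lie together at -97.8 to -94.4 on PC1, while KA libraries spread from 9.37 to 100.6 and KA 2 lies at 92.3 on PC2.

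KA tumours were compared with Normal lung to ask which genes differ once mutant Kras is active. KA tumours held transcripts of stomach and intestine that Normal lung nearly lacked. Hnf4a, a transcription factor of gut and liver, was at 107 ± 50.4 CPM (n = 3) against 0.0642 ± 0.0612, and Gkn2, a secreted stomach protein, at 191 ± 133 against 0.284 ± 0.459. Etv4, a transcription factor downstream of Ras, was at 20.7 ± 7.81 against 0.661 ± 0.0358 CPM, and the club cell gene Scgb3a2 at 91.2 ± 102.8 against 1463 ± 140.3 CPM. Lists of macrophages, neutrophils, glycolysis and Ras output were called higher, and those of club cells, ciliated cells, endothelium and smooth muscle lower. With an estimated correlation none of these lists was called (adjusted p = 0.467 to 0.588).

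By edgeR, 6633 of the 16727 genes changed, 3479 upward and 3154 downward. Of these, 1965 rose and 1951 fell by at least 2-fold. Counts were 3784, 3835 and 3804 without Normal 1, Normal 2 and Normal 3. The largest rises under the naming rule were those of Habp2, Cyp2c68, Hnf4a, Mcpt2, Cym, Tff1, Gzme, Gkn2, Onecut2 and Mcpt1. Habp2 and the cytochrome P450 gene Cyp2c68 had no count in Normal and were at least 903-fold and 521-fold higher (adjusted p = 0.00377 and 0.00246). Hnf4a had a log2 fold change of 10.61 (SE 0.88, adjusted p = 0.000574). Tff1, a trefoil factor of the stomach, had a ratio of 1445 (95% interval 259 to 57130, adjusted p = 0.00239), and the mast cell protease gene Mcpt2 one of 1761 (315.7 to 69610, adjusted p = 0.00443). Most of the Mcpt2 rise came from KA 2, at 58.6 CPM against 3.24 and 2.99 in KA 1 and KA 3, and the ratio was 244.6 without KA 2. Bounds and ratios also fell without 1 Normal library, to 578 for Habp2, 333.5 for Cyp2c68 and 925.5 for Tff1 without Normal 1, and the bound of Habp2 was 556.4 without KA 1. With Normal 3, the only Normal library with a count, left out, Mcpt2 and Tff1 were at least 403.4-fold and 331.1-fold higher. Slc7a10, Vsnl1, Scgb3a2, Actc1, Clca1, Lypd2, Cnn1, Cyp1a1, Fibin and Pon1 fell most, with log2 fold changes from -4.13 to -3.64 (adjusted p = 0.00122 to 0.0243). Actc1 and Cyp1a1 lost their calls without Normal 1 (adjusted p = 0.0581 and 0.0645), Normal 2 (0.0516 and 0.0528), Normal 3 (0.0555 and 0.0654) or KA 2 (0.0584 and 0.0507), and Cyp1a1 was at -6.38 without KA 3.

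Epithelial lists moved both ways in KA tumours. Of 16 gastrointestinal identity genes, 15 rose and 1 fell, with the same counts adjusted over the list alone (mean log2 fold change 6.64, camera adjusted p = 8.56e-07 and adjusted p = 0.520 with an estimated correlation). The member that fell was Tff2, a trefoil factor, at -2.02, a call lost without Normal 1, Normal 2, Normal 3, KA 3 or KPA 1 (adjusted p = 0.0597 to 0.0994). Per library the list's mean log2 CPM was 4.41, 5.21 and 2.58 in KA 1, KA 2 and KA 3. Squamous and keratin genes had 10 of 19 up and 1 down, 11 and 2 adjusted over the list alone (3.17, adjusted p = 0.00126 and adjusted p = 0.520 with an estimated correlation), led by Serpinb5 at 7.35 (SE 0.72) and Gjb4 at 7.30 (SE 0.79). The member that fell was Trp63, the basal cell regulator, at -1.63 (adjusted p = 0.0192), a call lost without Normal 1 (0.0581) or Normal 3 (0.0619), while 2 squamous and keratin genes were down without KPA 1 or KPA 3. Club cell genes fell in 8 of 9 cases, 9 adjusted over the list alone (-2.80, adjusted p = 0.000274 and adjusted p = 0.520 with an estimated correlation), and their mean log2 CPM was 5.84, 6.61 and 8.38 in KA 1, KA 2 and KA 3. Ciliated cell genes fell in 13 of 14 cases, 14 adjusted over the list alone (-2.59, adjusted p = 7.59e-06 and adjusted p = 0.562 with an estimated correlation), including Dynlrb2 at -2.94 (SE 0.66). Alveolar type 1 genes fell in 5 of 12 cases, 8 adjusted over the list alone (-1.43, adjusted p = 0.000841 and adjusted p = 0.562 with an estimated correlation), among them Hopx at -2.48 (SE 0.46) and Cav1, the main protein of caveolae, at -2.43 (SE 0.47). Alveolar type 2 cell genes (2 of 14 up, 0 adjusted over the list alone, adjusted p = 0.774), lineage transcription factors (7 of 14 up and 1 down, 7 and 1 adjusted over the list alone, adjusted p = 0.178) and claudins (3 of 13 up and 4 down, 3 and 5 adjusted over the list alone, adjusted p = 0.600) were not called as lists. The claudin mean was 0.45 and its median -0.53, and the test pointed down. Without KA 2 the type 2 cell and transcription factor lists were called (adjusted p = 0.0224 and 0.0451). Among members, Cldn2 rose by 6.13 (SE 0.38) and Sox9, a progenitor cell factor, by 4.54 (SE 0.72). Called type 1 cell genes down numbered 3 without any 1 Normal library and 9 without KA 3. Type 2 cell genes up numbered 0 without any 1 Normal library or KA 1 and 6 without KA 2, and those down 5 without KA 3. Transcription factors up numbered 2 without Normal 2 or Normal 3 and 3 without Normal 1, and those down 2 without KA 3.

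Macrophage, neutrophil and cytokine lists rose in KA tumours (adjusted p = 0.520 to 0.562 with an estimated correlation). They had 9 of 12 alveolar macrophage genes up and 1 down, the same adjusted over the list alone (2.10, adjusted p = 0.000433 and adjusted p = 0.520 with an estimated correlation), and 13 of 15 tumour-associated macrophage genes up, 13 adjusted over the list alone (2.58, adjusted p = 1.29e-05 and adjusted p = 0.520 with an estimated correlation). Chil3, a chitinase-like macrophage protein, rose by 4.57 (SE 0.57) and the macrophage glycoprotein gene Gpnmb by 4.45 (SE 0.58). The macrophage list member that fell was Fabp1, a lipid carrier, at -1.32 (adjusted p = 0.0131, but 0.0544 without Normal 2). Neutrophil genes had 8 of 12 up, 9 adjusted over the list alone (2.62, adjusted p = 0.00109 and adjusted p = 0.520 with an estimated correlation), and inflammatory cytokines and chemokines 10 of 16, 11 adjusted over the list alone (2.79, adjusted p = 0.00843 and adjusted p = 0.562 with an estimated correlation). The cytokine gene Il1b, a member of both, rose by 4.88 (SE 0.71). Immune checkpoint and regulatory T cell genes had 7 of 18 up and 1 down, 9 and 1 adjusted over the list alone (1.20, adjusted p = 0.0104 and adjusted p = 0.520 with an estimated correlation). They include Cd274, which encodes PD-L1, at 2.05 (SE 0.42, but 1.36 without KA 2), while Vtcn1 fell by 1.54 on the log2 scale (adjusted p = 0.0168, but 0.0606 without Normal 3). Sialic acid receptors had 5 of 8 up, 6 adjusted over the list alone (1.75, adjusted p = 0.0228, but 0.0538 without KA 3, and adjusted p = 0.467 with an estimated correlation), led by Siglec1 at 3.46 (SE 0.35). Antigen presentation genes had 7 of 15 up, 7 adjusted over the list alone (0.89, adjusted p = 0.0188 and adjusted p = 0.672 with an estimated correlation), a call lost without KA 2 (0.0742) or KA 3 (0.0919). Their class II regulator Ciita rose by 2.49 (SE 0.33). Called neutrophil genes up numbered 5 without Normal 1 or Normal 2. Cytokines and chemokines up numbered 5 without any 1 Normal library. Sialic acid receptors up numbered 2 without Normal 1 or Normal 3 and 3 without Normal 2. Antigen presentation genes up numbered 2 without Normal 1 or Normal 2, 3 without Normal 3 and 14 without KA 1.

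Other blood cell lists were not called in this comparison. They were T cells (3 of 15 up, adjusted p = 0.269), B and plasma cells (4 of 11 up, 0.294), NK and cytotoxic cells (4 of 13 down, 0.280), mast cells (3 of 9 up and 2 down, 0.678), dendritic cells (1 of 11 down, 0.450) and interferon response (3 of 19 up, 2 adjusted over the list alone, 0.777). Lists of T cells and of B and plasma cells were called without KA 1 (adjusted p = 0.000296 and 0.0296) and that of NK cells without KA 2 (0.0411). In KA 2 the B and plasma cell mean was 5.92 log2 CPM against 1.30 and 2.91 in KA 1 and KA 3. The mast cell mean was 4.66 in KA 2 against 1.70 and 1.67. The NK list had a mean of 0.24 and a median of 0.81 with a test pointing down, and the interferon list a mean of 0.27 with a test pointing down. Called T cell genes up numbered 0 without Normal 1 or Normal 2, 1 without Normal 3 or KA 2 and 10 without KA 1. B and plasma cell genes up numbered 1 without any 1 Normal library, KA 2 or KPA 3, 2 without KPA 1 or KPA 2 and 7 without KA 1. NK and cytotoxic cell genes up numbered 1 without KA 3 and 4 without KA 1, and those down 0 without Normal 2, 1 without Normal 1 or Normal 3 and 2 without KPA 2. Mast cell genes up numbered 5 without KA 3, and those down 1 without any 1 Normal library or KPA 3. Dendritic cell genes up numbered 2 without KA 2, and those down 2 without KA 2 and 3 without KA 3. Interferon response genes up numbered 1 without Normal 1 or Normal 3 and 5 without KA 1, and those down 1 without KA 1 and 8 without KA 2.

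Endothelial, smooth muscle, mesothelial, cardiac muscle and erythroid lists were called lower in KA tumours (adjusted p = 0.467 to 0.704 with an estimated correlation). All 20 endothelial genes fell, 20 adjusted over the list alone (-1.73, adjusted p = 6.32e-09 and adjusted p = 0.520 with an estimated correlation), among them Ramp2 at -2.54 (SE 0.48) and Egfl7 at -2.28 (SE 0.20). Their mean log2 CPM was 5.38, 6.25 and 6.83 in KA 1, KA 2 and KA 3 against 7.996 to 8.078 in Normal. Smooth muscle and pericyte genes had 10 of 11 down and 1 up, the same adjusted over the list alone (-2.0, adjusted p = 3.95e-05 and adjusted p = 0.467 with an estimated correlation). Cnn1, a smooth muscle contraction protein, fell by 3.84 on the log2 scale, and Rgs5, a pericyte marker, rose by 2.47 (SE 0.56). Mesothelial genes fell in 4 of 6 cases, 5 adjusted over the list alone (-1.89, adjusted p = 0.0272, but 0.0847 without KA 2, and adjusted p = 0.520 with an estimated correlation). Cardiac muscle genes fell in 8 of 11 cases, 9 adjusted over the list alone (-2.85, adjusted p = 0.000844 and adjusted p = 0.588 with an estimated correlation), with Myl4 at -3.46 (SE 0.91). Erythroid genes had none of 9 called, also adjusted over the list alone, though the list was (-1.09, adjusted p = 0.0366 and adjusted p = 0.704 with an estimated correlation). Its call was lost without Normal 2, Normal 3, KA 1 or KA 3 (adjusted p = 0.0511 to 0.0711). Fibroblast and matrix genes (3 of 20 up and 6 down, 3 and 7 adjusted over the list alone, 0.174), skeletal muscle (3 of 8 up, 2 adjusted over the list alone, 0.601), adipocyte (1 of 8 up and 1 down, 0.204) and angiogenic factor genes (4 of 21 up and 9 down, 5 and 10 adjusted over the list alone, 0.0584, but 0.0245 without KA 1) were not called. Fn1, the matrix protein fibronectin, rose by 3.82 (SE 0.53). Called mesothelial genes down numbered 2 without any 1 Normal library. Cardiac muscle genes down numbered 2 without Normal 1, 3 without Normal 3, 4 without Normal 2 and 5 without KA 2. Erythroid genes down numbered 1 without KA 2, 2 without KA 3 and 4 without KA 1. Skeletal muscle genes up numbered 0 without any 1 Normal library, 1 without KA 2 and 5 without KA 3, and those down 3 without KA 2. Adipocyte genes down numbered 3 without KA 3. Angiogenic factors up numbered 0 without Normal 1 or Normal 2.

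Lists of Ras output, cell cycle, glycolysis and amino acid transport rose in KA tumours (adjusted p = 0.520 to 0.663 with an estimated correlation). Ras and MAPK output genes had 12 of 21 up, 15 adjusted over the list alone (1.39, adjusted p = 0.000135 and adjusted p = 0.520 with an estimated correlation), with the growth factor gene Ereg at 5.35 (SE 0.82) and Etv4 at 4.96 (SE 0.32). Cell cycle genes had 18 of 28 up, 21 adjusted over the list alone (1.23, adjusted p = 5.24e-05 and adjusted p = 0.663 with an estimated correlation), among them the spindle checkpoint kinase gene Bub1b at 2.11 (SE 0.37). Their mean log2 CPM was 4.41, 5.59 and 4.16 in KA 1, KA 2 and KA 3 against 3.33 to 3.96 in Normal. Glycolysis and hypoxia genes had 14 of 18 up, 14 adjusted over the list alone (1.32, adjusted p = 0.000295 and adjusted p = 0.588 with an estimated correlation), with Car9, a hypoxia-induced carbonic anhydrase, at 4.36 (SE 0.91, but 2.67 without KA 1). Amino acid transport and ATF4 target genes had 10 of 18 up, 10 up and 1 down adjusted over the list alone (1.15, adjusted p = 0.00575 and adjusted p = 0.520 with an estimated correlation), with Phgdh, the entry enzyme of serine synthesis, at 3.78 (SE 0.47). Lists not called were p53 target genes (2 of 24 up and 2 down, 1 and 2 adjusted over the list alone, 0.455), EMT and invasion (6 of 19 up and 5 down, 8 and 5 adjusted over the list alone, 0.660), imprinted growth genes (4 of 14 up and 6 down, 5 and 6 adjusted over the list alone, 0.854), glycerophospholipid synthesis (5 of 20 up and 4 down, 0.774), immediate early genes (5 of 16 up and 4 down, 6 and 4 adjusted over the list alone, 0.748) and sex-linked genes (none of 6, 0.793). The imprinted list had a mean of 0.96 and a median of -0.21, with a test pointing down. Called cell cycle genes up numbered 3 without Normal 3, 5 without Normal 1, 8 without KA 2 and 11 without KPA 1. Glycolysis and hypoxia genes up numbered 8 without Normal 2 and 9 without Normal 1 or Normal 3. Targets of p53 up numbered 1 without any 1 Normal library or KPA 2 and 4 without KA 2, and those down 4 without KA 2 and 9 without KA 3. EMT and invasion genes down numbered 2 without Normal 1 or Normal 3 and 3 without Normal 2. Glycerophospholipid synthesis genes up numbered 0 without Normal 1 or Normal 2, 1 without Normal 3, 2 without KA 1 and 3 without KPA 1, and those down 1 without any 1 Normal library, 2 without KPA 1 or KPA 3 and 7 without KA 3. Immediate early genes up numbered 9 without KA 3. Sex-linked genes up numbered 1 without KPA 2.

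Genes around the study's proposed axis changed in part. Sialyltransferases, which cap glycans with sialic acid, had 5 of 18 up and 4 down, the same adjusted over the list alone (adjusted p = 0.996). St8sia6 rose by 3.76 (SE 0.34) and St3gal1 by 1.21 (SE 0.15). St6galnac1, which adds sialic acid to O-glycans, had a log2 fold change of -0.14 (SE 0.74, adjusted p = 0.898). Lists of sialic acid supply and removal (3 of 10 up and 1 down, 3 and 1 adjusted over the list alone, 0.490), O-glycan initiation and core enzymes (11 of 22 up and 3 down, the same adjusted over the list alone, 0.0959), mucins (none of 8 called, 0.536) and the Nectin and Tigit axis (3 of 8 up, 4 adjusted over the list alone, 0.280) were not called. By fry, O-glycan enzymes (adjusted p = 0.0055) and the Nectin and Tigit axis (0.00547) were called upward. Sialyltransferases (0.133), mucins (0.321) and sialic acid supply and removal (0.329) were not called by fry. Pvrl2, the older symbol of Nectin2, rose by 0.82 (SE 0.14, adjusted p = 0.0039). The receptor gene Tigit rose by 2.14 (adjusted p = 0.0134, but 0.0514 and 0.0539 without Normal 1 and Normal 2), and Pvr by 0.43 (0.022, but 0.0754, 0.0873 and 0.0592 without Normal 1, Normal 2 and Normal 3). Muc5ac, a gel-forming mucin, was at 1.27 (adjusted p = 0.0629, but 0.00523 without KA 2). Vcan was at 1.20 (0.116, but 0.0255 without KA 3), and Cd226, Cd96, Prrc1, Kras and Trp53 had adjusted p = 0.293 to 0.824, with Trp53 at 0.0473 without KA 2. Of 9 genes the study named as raised, 8 rose, all those it named for both kinds of tumour (the ninth, St6galnac1, it named for KPA), the same adjusted over the list alone (5.31, adjusted p = 9.56e-06 and adjusted p = 0.218 with an estimated correlation). The study chose them on these libraries, so their count is not independent evidence. They included the noncoding RNA Meg3 at 4.12 (SE 0.25), the amino acid transporter gene Slc7a5 at 2.08 (SE 0.20) and Dlk1 at 7.47 (SE 1.30). Mfi2 had a ratio of 105.7 (95% interval 18.53 to 4215, adjusted p = 0.0317), a call lost without Normal 1, Normal 2, Normal 3 or KA 1 (0.0904 to 0.101), with a ratio of 43.2 without KA 1 and 67.65 without Normal 1, and at least 24.2-fold higher without Normal 3. Called sialyltransferases up numbered 3 without Normal 1 or Normal 3, and those down 2 without Normal 1 or Normal 3. Genes of sialic acid supply and removal up numbered 1 without any 1 Normal library or KA 1. Mucins up numbered 3 without KA 2. Nectin and Tigit axis genes up numbered 1 without Normal 1 or Normal 2.

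KPA tumours were compared with Normal lung to ask the same of tumours with both mutations. KPA tumours also held gut transcripts, with Hnf4a at 50.9 ± 29.6 and Gkn2 at 200 ± 97.3 CPM (n = 3). Sftpb, a surfactant gene of alveolar type 2 cells, was at 17260 ± 4351 against 3656 ± 144.6 CPM, and Ramp2, a vessel receptor partner, at 76.8 ± 18.1 against 454 ± 9.17 CPM. St6galnac1 was at 4.37 ± 2.10 against 0.0901 ± 0.0278 CPM. Lists of macrophages, neutrophils, Ras output and type 2 cells were called higher, and those of endothelium, smooth muscle, club cells (4 of 9 genes) and erythroid cells lower. With an estimated correlation none of these lists was called (adjusted p = 0.467 to 0.588).

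By edgeR, 4911 genes changed, 2582 upward and 2329 downward, with 1475 and 1397 of them by at least 2-fold. Counts were 2525, 2508 and 2539 without Normal 1, Normal 2 and Normal 3, and 2831 and 3085 without KPA 1 and KPA 3. Habp2, Cyp2c68, Dlk1, Awat1, Hnf4a, Mcpt2, Gkn2, Gzme, Tff1 and Gpa33 rose most. Habp2 and Cyp2c68 were at least 190.7-fold and 145.9-fold higher (adjusted p = 0.00904 and 0.00469), but 100.9-fold and 57.28-fold without KPA 3 and 122.1-fold and 93.41-fold without Normal 1. Dlk1, an imprinted gene of fetal tissue on chromosome 12, had a log2 fold change of 10.03 (SE 1.42, adjusted p = 0.002), with 217, 264 and 1924 CPM in KPA 1, KPA 2 and KPA 3. Clca1, Atp2b2, Cyp1a1, Vsnl1, Fibin, Bpifa1, Cnn1, Lypd2, Pon1 and Hlf fell most, from -5.47 to -3.30. Clca1, a secreted protein of mucous cells, had SE 0.50 and adjusted p = 0.000449. Without KPA 1 or KPA 3, calls of Atp2b2, Cyp1a1, Cnn1, Pon1 and Hlf were lost (adjusted p = 0.0607 to 0.0931). Atp2b2, Cyp1a1 and Pon1 also lost theirs without Normal 1, Normal 2 or Normal 3 (0.0515 to 0.0701), and Cyp1a1 without KPA 2 (0.0539).

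St6galnac1 lies on the minus strand of chromosome 11, from 116765025 to 116775507. Its log2 fold change was 5.53 (SE 0.59), or 46.3-fold, with adjusted p = 0.000698 (7.14e-05 adjusted over the list alone). Counts were 95, 155 and 65 in KPA 1, KPA 2 and KPA 3 and 2, 2 and 3 in Normal 1, Normal 2 and Normal 3. An exact two-sided permutation test over the 20 assignments gave p = 0.1, the smallest it can give. Of the 18 sialyltransferases, St6galnac1 included, 6 were up and 2 down, the same adjusted over the list alone, and the list was not called by camera (adjusted p = 0.149). Fry called this list, St6galnac1 included, upward (adjusted p = 0.00113). St8sia6 rose by 3.54 (SE 0.33) and St3gal2 fell by 1.47 on the log2 scale. St3gal1 was the more abundant enzyme at 276 ± 53.5 CPM. Called sialyltransferases down numbered 4 without KA 1.

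**Figure D2:**
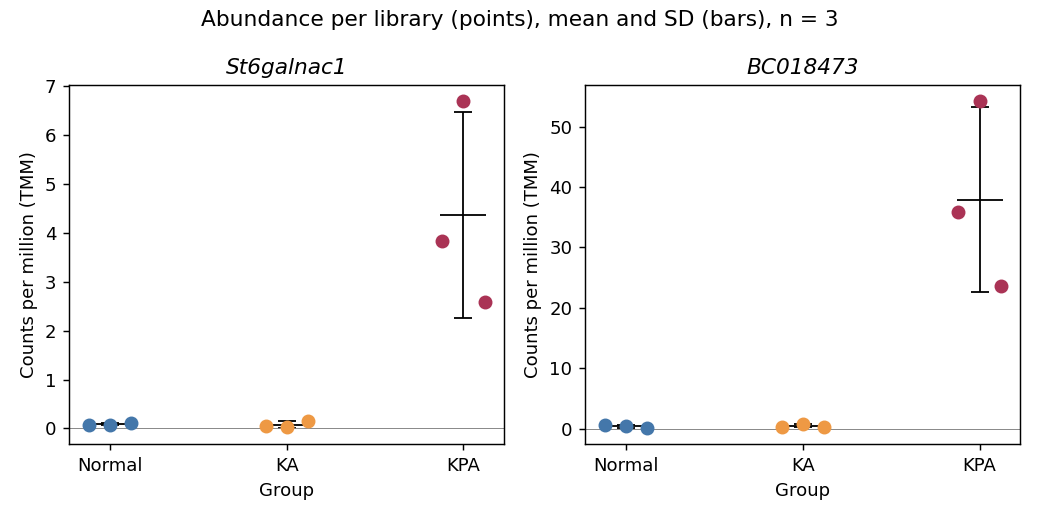
TMM-scaled CPM of St6galnac1 and BC018473 in each library (points) with mean and SD (bars), n = 3 per group. St6galnac1 averaged 4.37 in KPA, 0.0802 in KA and 0.0901 in Normal, and BC018473 37.9 in KPA and 0.463 in KA.

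Of the lists around the proposed axis, O-glycan enzymes, sialic acid receptors and the genes named by the study were called in KPA tumours (adjusted p = 0.115 to 0.520 with an estimated correlation), and mucins, the Nectin and Tigit axis and sialic acid supply and removal were not. By fry, mucins (adjusted p = 0.0339) and the Nectin and Tigit axis (0.00112) were called upward. Sialic acid supply and removal was not called by fry either (0.703). O-glycan initiation and core enzymes had 11 of 22 up and 2 down, 11 and 3 adjusted over the list alone (0.73, camera adjusted p = 0.0324, but 0.0506 without Normal 2, and adjusted p = 0.520 with an estimated correlation). Their branching enzyme gene Gcnt4 rose by 4.57 (SE 0.90), and Galnt16 and Galnt18 were the members that fell, Galnt18 with adjusted p = 0.0413 (0.0652 to 0.15 without any 1 Normal or KPA library). Mucins had 3 of 8 up, 4 adjusted over the list alone, and were not called (0.0619, but 0.0366 and 0.0353 without KA 1 and KA 2). Muc20, Muc4 and Muc1 rose by 1.92, 1.52 and 1.09 (adjusted p = 0.0176, 0.0435 and 0.0375). All 3 lost their calls without Normal 1, Normal 2, Normal 3 or KPA 3, and Muc4 and Muc1 also without KPA 1 or KPA 2 (adjusted p = 0.0597 to 0.142). Muc5ac was at 1.40 (0.0569, but 0.0057 and 0.0419 without KA 2 and KA 3). Nectin and Tigit axis genes had 3 of 8 up, the same adjusted over the list alone, and were not called (0.129). Pvr, the poliovirus receptor gene, rose by 1.07 (SE 0.12, adjusted p = 0.000908), Pvrl2 by 0.97 (SE 0.14, 0.00219), and Tigit was at 0.95 (0.196). Sialic acid supply and removal had 2 of 10 up and 2 down, 4 and 2 adjusted over the list alone (0.769). Sialic acid receptors had 4 of 8 up, 4 adjusted over the list alone (1.23, adjusted p = 0.0228 and adjusted p = 0.467 with an estimated correlation), with Siglec1 at 3.48 (SE 0.35). All 9 genes the study named as raised rose, 9 adjusted over the list alone (6.88, adjusted p = 6.32e-09 and adjusted p = 0.115 with an estimated correlation), again not independent evidence. Meg3 rose by 5.12 (SE 0.27), Slc7a5 by 2.74 (SE 0.20) and the neutrophil chemokine receptor gene Cxcr1 by 8.04 (SE 0.66). Mfi2 had a ratio of 490.3 (87.57 to 19410, adjusted p = 0.0122, but 0.0539 to 0.0582 without any 1 Normal library), with 1.33, 0.733 and 16.2 CPM in KPA 1, KPA 2 and KPA 3 and a ratio of 81.83 without KPA 3 and 314 without Normal 1. Without Normal 3, the only Normal library with a count, it was at least 112.3-fold higher. Vcan, Prrc1, Cd226, Cd96, Kras and Trp53 had adjusted p = 0.139 to 0.996. Called O-glycan enzymes up numbered 3 without Normal 2, 5 without Normal 1 or Normal 3 and 7 without KPA 3, and those down 1 without any 1 Normal library, KPA 1, KPA 2 or KPA 3. Genes of sialic acid supply and removal up numbered 0 without Normal 2 or Normal 3, 1 without Normal 1, KPA 1, KPA 2 or KPA 3 and 4 without KA 2 or KA 3, and those down 0 without any 1 Normal library, KPA 1 or KPA 2 and 1 without KPA 3. Mucins up numbered 0 without any 1 Normal library or KPA 3 and 1 without KPA 1 or KPA 2.

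Gut, squamous and type 2 cell lists were called higher in KPA tumours, and club and ciliated cell lists were called lower though most of their members were not (adjusted p = 0.467 to 0.663 with an estimated correlation). Gastrointestinal identity genes had 11 of 16 up, 11 up and 1 down adjusted over the list alone (5.35, adjusted p = 1.64e-05 and adjusted p = 0.520 with an estimated correlation). Tff1 had a ratio of 548.4 (97.99 to 21700), but 351.1 without Normal 1, and was at least 125.6-fold higher without Normal 3. Squamous and keratin genes had 10 of 19 up, 10 adjusted over the list alone (3.02, adjusted p = 0.000135 and adjusted p = 0.467 with an estimated correlation), with Gjb4 at 7.79 (SE 0.80). Alveolar type 2 cell genes had 8 of 14 up, 9 adjusted over the list alone (1.44, adjusted p = 0.000433 and adjusted p = 0.588 with an estimated correlation), and Sftpb rose by 2.24 (SE 0.41). Lineage transcription factors had 5 of 14 up, 7 adjusted over the list alone (0.78, adjusted p = 0.0256 and adjusted p = 0.467 with an estimated correlation), with Sox9 at 3.82 (SE 0.70). Alveolar type 1 genes fell in 4 of 12 cases, 4 adjusted over the list alone (-1.20, adjusted p = 0.0128 and adjusted p = 0.663 with an estimated correlation), club cell genes in 4 of 9, 5 adjusted over the list alone (-2.28, adjusted p = 0.00227 and adjusted p = 0.562 with an estimated correlation). Ciliated cell genes fell in 2 of 14 cases, 9 adjusted over the list alone (-1.59, adjusted p = 0.00141 and adjusted p = 0.663 with an estimated correlation). Cav1 fell by 2.51 on the log2 scale (SE 0.47) and Bpifa1, an airway secretory protein, by 3.56 (SE 0.52). Claudins had 3 of 13 up and 3 down and were not called (0.852). Called squamous and keratin genes up numbered 4 without Normal 3 and 5 without Normal 1 or Normal 2. Type 2 cell genes up numbered 3 without any 1 Normal library and 4 without KPA 1, KPA 2 or KPA 3. Transcription factors up numbered 8 without KA 2. Type 1 cell genes down numbered 7 without KA 1 and 8 without KA 2. Club cell genes down numbered 2 without any 1 Normal library, KPA 1 or KPA 3 and 7 without KA 1 or KA 3. Ciliated cell genes down numbered 0 without any 1 Normal library, KPA 1 or KPA 3 and 12 without KA 1 or KA 3.

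Macrophage and neutrophil lists were called higher in KPA tumours, and NK and interferon lists were called lower though most of their members were not (adjusted p = 0.520 to 0.790 with an estimated correlation). Alveolar macrophage genes had 10 of 12 up, 10 up and 1 down adjusted over the list alone (2.76, adjusted p = 7.59e-06 and adjusted p = 0.520 with an estimated correlation), and tumour-associated macrophage genes 12 of 15, 13 adjusted over the list alone (2.49, adjusted p = 2.13e-05 and adjusted p = 0.520 with an estimated correlation). Chil3 rose by 5.63 (SE 0.60) and Gpnmb by 5.84 (SE 0.61). Neutrophil genes had 9 of 12 up, 9 adjusted over the list alone (2.51, adjusted p = 0.000136 and adjusted p = 0.520 with an estimated correlation), and inflammatory cytokines and chemokines 8 of 16, 10 adjusted over the list alone (2.61, adjusted p = 0.00265 and adjusted p = 0.562 with an estimated correlation). Antigen presentation genes had 7 of 15 up, 7 adjusted over the list alone (0.75, adjusted p = 0.0129 and adjusted p = 0.663 with an estimated correlation). Immune checkpoint and regulatory T cell genes had 8 of 18 up, 8 adjusted over the list alone (0.71, adjusted p = 0.0312, but 0.0524 without KPA 1, and adjusted p = 0.562 with an estimated correlation), with Pdcd1, which encodes PD-1, at 2.09 (SE 0.32). NK and cytotoxic cell genes fell in 4 of 13 cases, 5 adjusted over the list alone (-1.62, adjusted p = 0.0139 and adjusted p = 0.672 with an estimated correlation), including Klre1 at -3.30 (SE 0.58). Interferon response genes had 5 of 19 down and 1 up, 7 and 1 adjusted over the list alone (-0.96, adjusted p = 0.0272 and adjusted p = 0.790 with an estimated correlation), a call lost without Normal 2 (0.054), KA 3 (0.0582) or KPA 2 (0.0775). Ifit1 fell by 2.14 on the log2 scale (SE 0.47), and Mx1 was the member that rose, by 1.65 (SE 0.34). T cells (none of 15 called, 0.849), B and plasma cells (1 of 11 up, 0.759), mast cells (4 of 9 up and 2 down, mean 2.21, median -0.05, 0.577) and dendritic cells (1 of 11 down, 0.364) were not called. Called tumour-associated macrophage genes up numbered 7 without any 1 Normal library or KPA 1. Neutrophil genes up numbered 4 without Normal 1 or Normal 2. Cytokines and chemokines up numbered 3 without Normal 2, 4 without Normal 1 and 5 without Normal 3 or KPA 1. Checkpoint and regulatory T cell genes up numbered 4 without any 1 Normal library or KPA 1 and 5 without KPA 2. NK and cytotoxic cell genes down numbered 1 without Normal 2 and 2 without KPA 1. Interferon response genes down numbered 1 without KPA 3, 2 without Normal 2, 3 without Normal 1, Normal 3, KPA 1 or KPA 2 and 10 without KA 1 or KA 2. T cell genes up numbered 1 without KA 2 or KA 3. B and plasma cell genes up numbered 2 without KPA 3. Mast cell genes up numbered 1 without any 1 Normal library and 2 without KPA 2, and those down 1 without Normal 1, Normal 2, KPA 1 or KPA 3. Dendritic cell genes down numbered 2 without KA 1, KA 2 or KA 3.

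Vessel and stromal lists were lower in KPA tumours (adjusted p = 0.467 to 0.672 with an estimated correlation). Endothelial genes fell in 17 of 20 cases, 18 adjusted over the list alone (-1.65, adjusted p = 1.71e-08 and adjusted p = 0.520 with an estimated correlation). Angiogenic factors had 9 of 21 down and 3 up, 10 and 3 adjusted over the list alone (-0.52, adjusted p = 0.024 and adjusted p = 0.520 with an estimated correlation), with the Notch ligand gene Dll4 at -1.97 (SE 0.11). Fgf2 rose by 2.26 (SE 0.40), and the other members that rose, Nrp2 and Thbs1, lost their calls without Normal 1, Normal 2, Normal 3 or KPA 1, and Thbs1 without KPA 2 or KPA 3 (adjusted p = 0.0527 to 0.12). Smooth muscle and pericyte genes had 10 of 11 down and 1 up, the same adjusted over the list alone (-1.89, adjusted p = 2.79e-05 and adjusted p = 0.467 with an estimated correlation). Rgs5 rose by 2.21 (adjusted p = 0.019, but 0.0561 to 0.0706 without any 1 Normal library, KPA 1 or KPA 3). Fibroblast and matrix genes had 8 of 20 down and 2 up, 9 and 3 adjusted over the list alone (-0.40, adjusted p = 0.0127 and adjusted p = 0.562 with an estimated correlation). Postn fell by 2.05 on the log2 scale (SE 0.24), Fn1 rose by 2.36 (SE 0.50) and Timp1 by 1.38 (0.0219, but 0.0721 to 0.0768 without any 1 Normal library, and a rise of only 0.83 without KPA 1). Mesothelial genes fell in 5 of 6 cases, 5 adjusted over the list alone (-1.92, adjusted p = 0.0323, but 0.0847 without KA 2, and adjusted p = 0.520 with an estimated correlation). Erythroid genes fell in 7 of 9 cases, 8 adjusted over the list alone (-2.65, adjusted p = 0.00145 and adjusted p = 0.562 with an estimated correlation). The 6 haemoglobin genes among them form 3 pairs with values equal to the digits printed, Hba-a1 and Hba-a2 (-2.67), Hbb-bs and Hbb-b1 (-2.54) and Hbb-bt and Hbb-b2 (-2.53), so the count is not one of separate genes. Cardiac muscle genes had none of 11 called, also adjusted over the list alone, though the list was (-1.78, adjusted p = 0.00999 and adjusted p = 0.672 with an estimated correlation). Skeletal muscle (none of 8, 0.759) and adipocyte genes (1 of 8 up and 1 down, 0.601) were not called. Called angiogenic factors up numbered 1 without any 1 Normal library or KPA 1. Fibroblast and matrix genes up numbered 1 without any 1 Normal library. Mesothelial genes down numbered 1 without KPA 1, 2 without any 1 Normal library or KPA 3 and 3 without KPA 2. Erythroid genes down numbered 0 without KPA 3 and 2 without KPA 1. Cardiac muscle genes down numbered 1 without KA 2, 2 without KA 3, 3 without KA 1 and 7 without KPA 2. Skeletal muscle genes up numbered 3 without KA 2, and those down 1 without KA 1 and 3 without KA 2. Adipocyte genes down numbered 0 without any 1 Normal library, KPA 1 or KPA 3 and 2 without KPA 2.

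Ras and MAPK output genes had 12 of 21 up in KPA tumours, 13 adjusted over the list alone (1.53, adjusted p = 7.77e-07 and adjusted p = 0.467 with an estimated correlation). The growth factor genes Ereg and Areg rose by 6.89 (SE 0.86) and 3.26 (SE 0.35). Glycolysis and hypoxia genes had 10 of 18 up, 11 up and 1 down adjusted over the list alone (0.95, adjusted p = 0.00056 and adjusted p = 0.624 with an estimated correlation). Amino acid transport and ATF4 target genes had 7 of 18 up, 7 adjusted over the list alone (0.73, adjusted p = 0.030, but 0.0566 without KPA 2, and adjusted p = 0.562 with an estimated correlation). None of 28 cell cycle genes was called, and the list was not (0.861), with Mki67, a marker of dividing cells, at 43.1 ± 10.6 against 34.8 ± 12.3 CPM. Lists of p53 target genes (3 of 24 up and 2 down, 1 and 2 adjusted over the list alone, 0.793), EMT and invasion (5 of 19 up and 4 down, 7 and 5 adjusted over the list alone, 0.691), imprinted growth genes (5 of 14 up and 4 down, 5 and 6 adjusted over the list alone, 0.772), glycerophospholipid synthesis (6 of 20 up, 6 adjusted over the list alone, 0.280), immediate early genes (4 of 16 up and 2 down, 5 and 2 adjusted over the list alone, 0.444) and sex-linked genes (none of 6, 0.834) were not called. Called glycolysis and hypoxia genes up numbered 5 without any 1 Normal library and 6 without KPA 1 or KPA 3. Cell cycle genes up numbered 1 without KA 2 or KA 3, and those down 1 without KA 2. Targets of p53 up numbered 1 without any 1 Normal library, KPA 2 or KPA 3 and 5 without KA 2, and those down 1 without Normal 2, Normal 3, KPA 1 or KPA 3. EMT and invasion genes down numbered 2 without any 1 Normal library, KPA 1 or KPA 3. Glycerophospholipid synthesis genes up numbered 0 without Normal 1 or Normal 3, 1 without Normal 2, 2 without KPA 1 and 3 without KPA 2 or KPA 3. Immediate early genes up numbered 2 without any 1 Normal library, KPA 1 or KPA 2, and those down 1 without any 1 Normal library, KPA 1 or KPA 3. Sex-linked genes up numbered 2 without KA 1.

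In the fit of all 9 libraries, most genes that changed in KPA tumours also changed in KA tumours. Both comparisons shared 2069 genes that rose and 1917 that fell, or 80.1% and 82.3% of the KPA calls, while independent lists of these sizes would share 537 and 439. Simulated groups without change that share the Normal libraries had 0 shared calls at most. Log2 fold changes correlated across genes at 0.888, against 0.492 in the simulations, and 82.6% had the same sign, though genes are not independent replicates. Part of the excess may come from the shared Normal libraries, whose 3 samples cannot be divided between the comparisons with 2 in each. In the simulations, which share them, this part was small, with a covariance of log2 fold changes of 0.0815 against 1.46 in the data. The shared count was 2012, 1989 and 2017 without Normal 1, Normal 2 and Normal 3, and 2466 and 2629 without KPA 1 and KPA 3. Fits of only the 2 groups compared called 8985 genes for KPA and 5004 for KA, with 4429 shared. A smaller part of the KPA calls was thus shared under that setting. The only gene that changed in opposite directions was Lama3, a laminin chain, named after its values were seen. It rose in KA (0.55, SE 0.15, adjusted p = 0.0187, but 0.0704, 0.0685 and 0.0535 without Normal 1, Normal 2 and Normal 3) and fell in KPA (-0.73, SE 0.15, adjusted p = 0.00797). Its KPA against KA value was -1.28 (SE 0.15, adjusted p = 0.0813, but 0.00792 without KA 3).

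**Figure D3:**
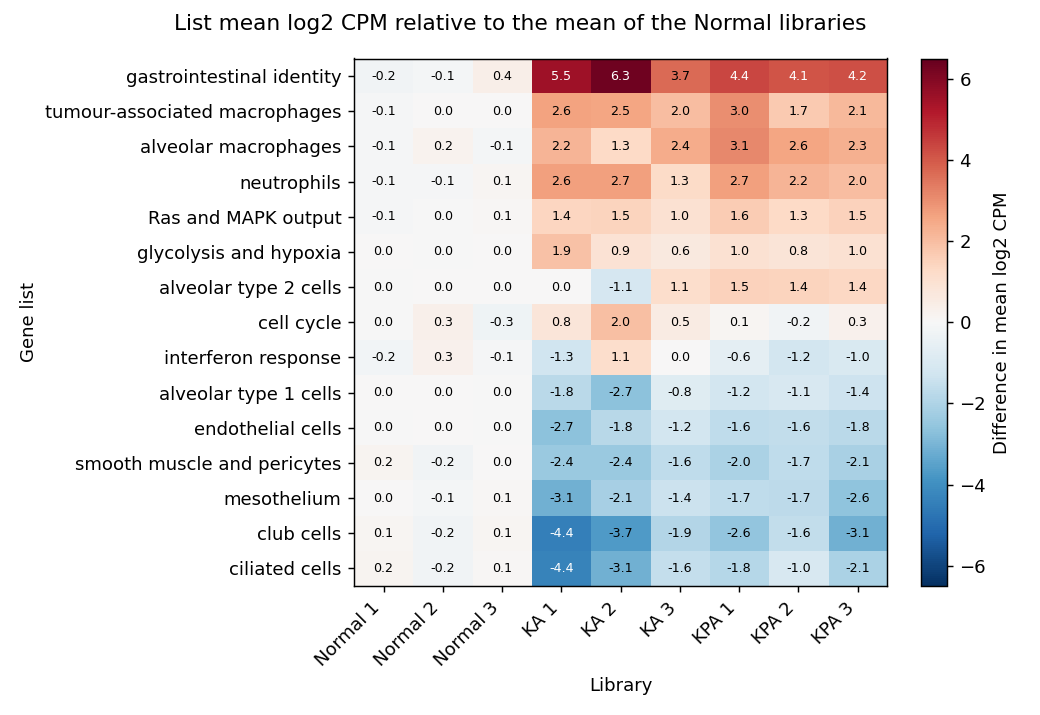
Mean log2 CPM of the members of 15 gene lists in each library, as the difference from the mean of the 3 Normal libraries (colour and printed value). Gut, macrophage and Ras lists are above 0 in all tumour libraries, while endothelial, club and ciliated cell lists are below 0 in all of them, least so among KA libraries in KA 3.

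KPA tumours were compared with KA tumours to ask which genes differ with the Trp53 mutation. BC018473, annotated as an antisense RNA on chromosome 11 from 116752167 to 116759373, was at 37.9 ± 15.4 CPM in KPA and 0.463 ± 0.268 in KA (n = 3). St6galnac1, its neighbour 5651 bases away, was at 4.37 ± 2.10 against 0.0802 ± 0.0686 CPM. Genes of alveolar type 2 cells, ciliated cells and sialyltransferases were higher as lists in KPA tumours, and cell cycle, interferon and gut genes were lower as lists. With an estimated correlation none of the 6 was called (adjusted p = 0.467 to 0.663), and calls were also lost for sialyltransferases without KA 3 (0.0538), interferon without KA 2 (0.111) and gut genes without KA 1 (0.0717) or KA 2 (0.117). Sftpc, a type 2 cell surfactant gene, was at 30270 ± 3234 against 12150 ± 14540 CPM (adjusted p = 0.398, but 0.00666 without KA 3), and Mki67 at 43.1 ± 10.6 against 118 ± 97.7 CPM.

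By edgeR, 1 gene was called, BC018473, with a log2 fold change of 6.33 (SE 0.58), or 80.4-fold, and adjusted p = 0.0389. At unadjusted p below 0.05 there were 2597 genes, and DESeq2 called 401 and the edgeR exact test 100. The call of BC018473 was lost without Normal 1 (0.0801), Normal 2 (0.172), KA 1 (0.0528), KA 2 (0.0676), KPA 1 (0.131) or KPA 2 (0.175), with other genes called without KA 1 (Atp6v0a4 and AW112010) and KPA 1 (Gdpd3), named after their values were seen. Without KPA 3 there were 14 calls and without KA 3, whose airway and type 2 cell values were the highest of the KA libraries, 2290. St6galnac1 had a log2 fold change of 5.68 (SE 0.60), or 51.1-fold, and adjusted p = 0.0623, so it was not called over all genes (0.000134 adjusted over the list alone). It was called without KA 3 (0.00666) or KPA 3 (0.0381). Its counts were 1, 1 and 4 in KA 1, KA 2 and KA 3, and the exact two-sided permutation test gave p = 0.1, the smallest of 20 assignments. BC018473 lies on the plus strand, the strand of counting is not given, and St6galnac1 counts were 10.6%, 12.3% and 11% of BC018473 counts in KPA 1, KPA 2 and KPA 3.

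No member of any list was called over all genes between the tumour types, but 15 lists were called by camera. As many were called in 5 of the 10 ways to split the 6 libraries, the real one included. Without KA 3, members of most lists were called, such as 11 of 14 type 2 cell and 11 of 14 ciliated cell genes up and 16 of 28 cell cycle genes down, and without KPA 3 St6galnac1 and 1 neutrophil gene. Sialyltransferases were higher (mean log2 fold change 0.59, adjusted p = 0.0145, but 0.0538 without KA 3, and adjusted p = 0.467 with an estimated correlation), with 2 of 18 up and 1 down adjusted over the list alone. St6galnac1 was 1 of the 2. With St6galnac1 left out of its list, a test chosen after the data were seen, the mean was 0.293, the median 0.388 against 0.395 with it, and the list was not called (adjusted p = 0.0696). St3gal1 was at 0.07 (SE 0.14). Alveolar type 2 cell genes were higher (1.08, adjusted p = 1.96e-07 and adjusted p = 0.520 with an estimated correlation), with none of 14 adjusted over the list alone, and their mean log2 CPM was 9.55, 8.44 and 10.7 in KA 1, KA 2 and KA 3 against 10.89 to 11.02 in KPA. Ciliated cell genes were higher (1.0, adjusted p = 1.64e-05 and adjusted p = 0.562 with an estimated correlation), as were alveolar macrophage genes (0.67, adjusted p = 0.00213 and adjusted p = 0.562 with an estimated correlation). Imprinted growth genes were higher (0.61, adjusted p = 0.00555 and adjusted p = 0.467 with an estimated correlation), with Meg3 the 1 of 14 adjusted over the list alone, at 0.999 (SE 0.22). Glycerophospholipid synthesis was higher (0.22, adjusted p = 0.00843 and adjusted p = 0.520 with an estimated correlation). So were the genes the study named as raised (1.57, adjusted p = 0.000224 and adjusted p = 0.341 with an estimated correlation), 3 of 9 adjusted over the list alone, not independent evidence. The cardiac muscle list was higher (1.08, adjusted p = 0.033 and adjusted p = 0.744 with an estimated correlation), but not without KA 1 (0.776) or KPA 2 (0.645). The p53 target list was higher (0.19, adjusted p = 0.0307 and adjusted p = 0.562 with an estimated correlation), but not without KA 1 (0.288), KA 2 (0.105), KPA 2 (0.0659) or KPA 3 (0.057).

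Lists that were lower in KPA than in KA tumours included cell division and interferon genes (adjusted p = 0.520 and 0.663 with an estimated correlation). All 28 cell cycle genes were lower adjusted over the list alone (mean -1.18, adjusted p = 1.39e-12 and adjusted p = 0.520 with an estimated correlation), with Mki67 at -1.46 (SE 0.53) and 60.9, 231 and 62.6 CPM in KA 1, KA 2 and KA 3. Interferon response genes were lower (-1.23, adjusted p = 0.000428, but 0.111 without KA 2, and adjusted p = 0.663 with an estimated correlation), with Stat1 at -1.22 (SE 0.44). NK and cytotoxic cell genes were lower (-1.86, adjusted p = 0.0171 and adjusted p = 0.677 with an estimated correlation), but not without KA 2 (0.327) or KA 3 (0.312). Erythroid genes were lower (-1.56, adjusted p = 0.0228 and adjusted p = 0.672 with an estimated correlation), but not without KA 2 (0.248), KA 3 (0.316) or KPA 2 (0.0566). Gastrointestinal identity genes were lower (-1.29, adjusted p = 0.00812 and adjusted p = 0.562 with an estimated correlation), 1 of 16 adjusted over the list alone, but not without KA 1 (0.0717) or KA 2 (0.117). Hnf4a was at -1.08 (SE 0.50). Fibroblast and matrix genes were lower (-0.38, adjusted p = 0.00812 and adjusted p = 0.562 with an estimated correlation), 1 of 20 up adjusted over the list alone, but not without KA 1 (0.159) or KPA 2 (0.063). Called lists with no such count had no member past the threshold adjusted over the list alone.

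The other 31 lists were not called between the tumour types. Lists nearest to a call were club cells (adjusted p = 0.0505, 1 up and 1 down adjusted over the list alone), skeletal muscle (0.0506), alveolar type 1 cells (0.0518), T cells (0.0533), amino acid transport and ATF4 targets (0.0583, 1 up and 2 down adjusted over the list alone) and mucins (0.0584). All 6 were called without some library: club cells without Normal 1, Normal 3, KA 3, KPA 1 or KPA 3 (0.00413 to 0.0487), alveolar type 1 cells without Normal 1, Normal 3 or KA 3 (0.00107 to 0.05), T cells and skeletal muscle without Normal 1, Normal 3, KA 1 or KPA 2 (4.04e-08 to 0.0493), ATF4 targets without KA 2, KA 3, KPA 1 or KPA 2 (0.0224 to 0.0338), and mucins without Normal 3 or KPA 2 (0.0491 and 0.0463). Lists with adjusted p = 0.102 to 0.280 were adipocytes, Ras and MAPK output, lineage transcription factors, endothelial cells, angiogenic factors (3 down adjusted over the list alone), B and plasma cells, immune checkpoints, and claudins. Of these, endothelial cells were called without KA 3 (0.000735), B and plasma cells and checkpoints without KA 1 (0.00644 and 0.0448), adipocytes without KPA 1 (0.00788), transcription factors without KPA 2 (0.0376), angiogenic factors without KA 2 (0.0237), and Ras output without KA 1, KA 2 or KPA 2 (0.0142 to 0.048). Lists with adjusted p = 0.403 to 0.628 were glycolysis and hypoxia, the Nectin and Tigit axis (Pvr up adjusted over the list alone), sialic acid supply and removal, tumour-associated macrophages, smooth muscle and pericytes, and neutrophils. Lists with adjusted p = 0.676 to 0.955 were EMT and invasion, antigen presentation, mesothelium, squamous and keratin genes, immediate early genes, O-glycan enzymes, dendritic cells, mast cells, sialic acid receptors, inflammatory cytokines and chemokines, and sex-linked genes. Among the 31 lists, 1 neutrophil, 1 mast cell, 1 squamous and 2 immediate early genes were up adjusted over the list alone. Calls appeared without KA 2 for mast cells (0.0181), without KA 3 for glycolysis (0.0392), without KPA 1 for tumour-associated macrophages (0.0199) and cytokines (0.0266), and without KA 1 for antigen presentation, then lower (0.0192).

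Genes the study names gave no other call between the tumour types. Dlk1 was at 2.57 (SE 0.99, adjusted p = 0.303), Slc7a5 at 0.66 (SE 0.19, 0.296), Pvr at 0.64 (SE 0.12, 0.282, but 0.0307 without KA 3) and Tigit at -1.19 (SE 0.50, 0.312). Kras was at 0.43 (SE 0.17, 0.303) and Trp53 at -0.25 (SE 0.48, 0.801). Cxcr1, Awat1, Kng2, Gjb3, Mfi2, Pvrl2, Muc5ac, Vcan, Prrc1, Cd226 and Cd96 had adjusted p = 0.311 to 0.932. Scaling by library size alone would shift the median log2 fold change of all genes by -0.123 in this comparison.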

Values the study reported

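The paper gives St6galnac-I as 51.2-fold higher in KPA tumours than in KA tumours and normal lung (P<0.001). It also names 8 further genes, among them Dlk1, Meg3 and Gjb3, as raised in both kinds of tumour.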

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

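In this part, 5 tests were chosen only after the result was seen: those of residual normal lung in the KA pieces, of the sex of the animals, of BC018473 transcripts running on into St6galnac1, of the sialyltransferase list without St6galnac1 and of splits that keep the Normal libraries together. BC018473 and 15 gene lists stood out because the KPA and KA effects against Normal differed in a test of the difference itself. Of the 10 splits of the 6 KPA and KA libraries, 5 called as many lists, the real one included. The number of lists therefore does not set KPA apart from KA.

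BC018473 had a log2 fold change of 6.33 in KPA against KA, and its neighbour St6galnac1 one of 5.68. Chromosome 11 held 10 of the 200 genes with the smallest p, against 16 by chance (exact one-sided hypergeometric p = 0.964), which argues against a chromosome-wide passenger haplotype linked to the Trp53 allele, though a local variant stays open. The 7 other tested genes within 100 kb had a median log2 fold change of -0.009 (bootstrap -0.103 to 0.117), which argues against a change that raises the whole region. St6galnac1 counts kept a like share of BC018473 counts in the 3 KPA libraries (chi-square p = 0.515), so reads of BC018473 transcripts that run on into St6galnac1 may make up its signal, but in KA and Normal it had 13 counts beside 64 of BC018473 (20.3%, against 11.5% in KPA), too few to decide. That stays open beside joint regulation of both genes, since BC018473 lies on the opposite strand, 5651 bases away, and the strand of counting is not given.

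The 3 KA libraries differed more among themselves than Normal or KPA libraries did. Different shares of residual normal lung in the KA pieces could account for part of this, since all 6 normal-lung lists were highest in KA 3. This test was chosen after KA 3 was seen to lie nearest to Normal, so it adds little to that pattern. Such shares leave open the gap between KA 1 and KA 2, for example 1.30 against 5.92 in mean log2 CPM of B and plasma cell genes. The sex of the animals as the main cause is argued against by KA 2 and KA 3, both low in Xist, which correlated at only 0.9208. Stage of the tumours and cells of lymphoid tissue in the piece were not tested.

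Lists of alveolar type 1, club, ciliated, endothelial, smooth muscle and mesothelial cells were lower in both tumour types, while alveolar macrophage lists were higher in both and alveolar type 2 cells in KPA. With an estimated correlation none was called (adjusted p = 0.467 to 0.663), and the mesothelial calls were lost without KA 2 (0.0847 in both). A lower share of all normal lung cells would lower their lists alike. Of 15 pairs of the 6 lower lists, 1 differed by more than 2 standard errors in both comparisons, alveolar type 1 against club cells (z = 4.81 in KA and 2.66 in KPA). These standard errors take list members as replicates, though members move together (estimated correlation 0.642 and 0.673), and the 15 pairs were not adjusted for. The test therefore cannot decide on an equal loss as the whole cause. An equal loss, losses that differ by cell type, and type 1 cell genes expressed by tumour cells stay open. No test told a loss of these cells in the tumours from a smaller share of them in the pieces sampled.

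Among lists higher in KPA than in KA, adjusted p was 0.0145 for sialyltransferases, 1.96e-07 for alveolar type 2 cells, 1.64e-05 for ciliated cells, 0.033 for cardiac muscle and 0.00213 for alveolar macrophages. It was 0.0307 for p53 target genes, 0.00555 for imprinted growth genes, 0.00843 for glycerophospholipid synthesis and 0.000224 for genes the study named as raised. With an estimated correlation these lists had adjusted p = 0.341 to 0.744, and none was called. Calls were also lost without 1 library for sialyltransferases (0.0538 without KA 3), cardiac muscle (0.776 without KA 1 and 0.645 without KPA 2) and p53 target genes (0.288 without KA 1, 0.105 without KA 2, 0.0659 without KPA 2 and 0.057 without KPA 3). With St6galnac1 left out of its list, sialyltransferases were not called (adjusted p = 0.0696).

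Among lists lower in KPA than in KA, adjusted p was 0.00812 for gastrointestinal identity, 0.00812 for fibroblasts and matrix, 0.0171 for NK and cytotoxic cells, 0.000428 for interferon response, 0.0228 for erythroid cells and 1.39e-12 for cell cycle. With an estimated correlation these lists had adjusted p = 0.520 to 0.677, and none was called. Calls were also lost without 1 library for gastrointestinal identity (0.0717 without KA 1 and 0.117 without KA 2), fibroblasts and matrix (0.159 without KA 1 and 0.063 without KPA 2), NK and cytotoxic cells (0.327 without KA 2 and 0.312 without KA 3), interferon response (0.111 without KA 2) and erythroid cells (0.248 without KA 2, 0.316 without KA 3 and 0.0566 without KPA 2).

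For KA against Normal, the 10 splits of the 6 libraries cannot give a share under 0.1. The real split, 1 of 10, gave 6633 genes and 22 lists, and the others 0 genes and 15 to 21 lists. For KPA against Normal the real split gave 4911 and 28, and the others 0 and 13 to 21. For KPA against KA it gave 1 and 15, and the others 0 and 12 to 25, with 5 of the 10 giving as many lists. For genes changed in both tumour types, 1 of 100 splits of the 9 libraries gave as many as the real 3986, itself, and the highest other gave 3835. A split that mixes the nearly alike Normal libraries with tumours widens the spread within groups, so few gene calls are built in. Mixed splits still called lists, so list numbers hardly set KA apart from Normal. The gene count therefore sets Normal apart from tumours, not KA from KPA, and does not exclude chance in sampling. The 97 drawn splits that mixed Normal with tumour libraries gave 0, and the 9 other ways to divide the 6 tumour libraries with Normal kept together, all run after the result was seen, gave 3585 to 4159.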

How the results depend on the processing

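Collapsing identical entries, leaving out both libraries with Xist and leaving St6galnac1 out of its list were tests chosen after the data were seen. St6galnac1 in KPA against Normal kept its direction and call under every setting run, and counts of genes against Normal stayed within 1.5 times under every scaling, filter and tool. With a 2-fold minimum besides, calls were 3916 (KA against Normal), 2872 (KPA against Normal) and 2306 (both), and at adjusted p below 0.01 they were 2824, 2057 and 1590. Fits of only the 2 groups compared gave 8985 for KPA against Normal, 5004 for KA against Normal and 4429 in both. Which tumour type had more calls therefore depended on the fit. Leaving out 1 library gave 3784 (Normal 1) to 8207 (KA 3) for KA, 2508 (Normal 2) to 6720 (KA 2) for KPA and 1989 (Normal 2) to 5045 (KA 2) for both. Counts were alike whichever Normal library was left out, at 3784 to 3835 for KA and 2508 to 2539 for KPA, so no single Normal library set the drop. The cause was not tested.

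For KPA against KA, where edgeR called 1 gene, calls numbered 3 with library size alone, 401 with DESeq2, 100 with the exact test and 2 without both Xist libraries (Aff3 and AW112010, named after their values were seen). They were 0 in fits of only the 2 groups compared, with the Xist covariate and at adjusted p below 0.01 (2597 genes at unadjusted p below 0.05), and 0 (Normal 1, Normal 2, KA 2 or KPA 2 left out) to 2290 (KA 3 left out). BC018473 had adjusted p = 0.00731 to 0.175 without 1 library, 0.134 in fits of only the 2 groups compared and 0.112 with the Xist covariate. St6galnac1 was called with library size alone (5.57), DESeq2 (5.77) and the exact test (5.67), and ranged from 5.23 (without KPA 2) to 6.59 (without KA 3), with adjusted p = 0.00666 to 0.251. It was below the filter when KA and Normal were fitted alone. The cause was not tested.

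Lists called numbered 0, 0 and 0 with an estimated correlation (camera), against 22, 28 and 15, and fry called 23, 24 and 3. Of the fry calls, 19, 20 and 3 were also camera calls in the same direction. The 3 in KPA against KA were sialyltransferases, imprinted growth genes and genes the study named (adjusted p = 0.00131, 0.00433 and 0.00433 by fry). With St6galnac1 left out of its list, sialyltransferases in KPA against KA lost their camera call (adjusted p = 0.0696). Antigen presentation in KPA against KA turned lower without KA 1 (adjusted p = 0.0192; up to 0.895 without KPA 3). Without both Xist libraries, the Y-linked gene Uty turned from -0.19 to 0.39 in KA and from -0.05 to 0.53 in KPA against Normal, since libraries lacking a Y chromosome signal were removed. Over all settings, results for named genes stayed on their side of the threshold 11495 times, lost a call 660 times and gained 1 124 times, and lists did so 1753, 121 and 60 times. The depth left St6galnac1 at 1 to 4 counts in KA and Normal libraries, so its fold is known only roughly.

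The replicate numbers are not said to pair samples. Residual correlations of libraries with the same number ran from -0.184 to 0.0767, with 0 of 9 over 0.1. With the number as a block, calls were 5424, 3817 and 1 genes, 3101 in both tumour types, and 22, 29 and 21 lists. St6galnac1 had blocked values of 5.5 in KPA against Normal (adjusted p = 0.00407) and adjusted p = 0.285 in KPA against KA, and 29 of 587 results for named genes lost and 4 gained a call.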

Other observations

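No test in this part was chosen after its result was seen, since only values are given here. Cdkn2a and Apob were named after their values were seen. Cdkn2a, a tumour suppressor locus acting upstream of p53, was at 0.366 to 0.622 CPM in Normal libraries, 153, 97.5 and 4.86 CPM in KA 1, KA 2 and KA 3, and 33.8, 19.6 and 20.9 CPM in KPA 1, KPA 2 and KPA 3. Apob, a lipoprotein of liver and gut, was at 1373, 194 and 192 CPM in KA 1, KA 2 and KA 3 and at 16.0, 10.7 and 498 CPM in KPA 1, KPA 2 and KPA 3.

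Muscle lists varied between single libraries. The mean log2 CPM of skeletal muscle genes was 4.25 in KA 2 and 0.05 to 1.65 elsewhere. Cardiac muscle genes were at 5.24 to 5.69 in Normal libraries, at -0.08, 3.02 and 3.09 in KA 1, KA 2 and KA 3, and at 1.93, 4.92 and 2.36 in KPA 1, KPA 2 and KPA 3.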
